A study of Mus musculus with 2 samples. Its data were reported in "A palmitate-rich metastatic niche enables metastasis growth via p65 acetylation resulting in pro-metastatic NF-κB signaling" (2023).

How the data were processed

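Single-cell RNA sequencing was performed on lungs of female BALB/c mice that had been kept on a control diet (CD) or a high-fat diet (HFD) for 16 weeks. Each diet was represented by 1 library, and the number of mice that went into a library was not stated. Lungs were perfused and minced, digested with enzymes, filtered and depleted of red blood cells before droplet capture. The labels name a droplet kit for the 3' end of transcripts and the study's methods name one for the 5' end. Of the values used here, only the number of barcodes found in both libraries could depend on which one applies. It was compared with a single pool size assumed for both kits.

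Per the study's methods, the authors mapped the reads with Cell Ranger to the GRCm38.p6 (mm10) assembly of the mouse and merged the unique molecular identifier (UMI) matrices of both libraries in Seurat before converting them for Monocle. They removed cells by limits on mitochondrial content, UMIs and detected genes. Both libraries were then normalised, reduced by principal components and UMAP, and clustered together. No step that removes doublets is stated. The deposited table of cells gives, for each cell, its library, the count of UMIs and the count of detected genes, neither of them normalised. The same deposited table gives the percent of each cell's UMIs that fell in mitochondrially encoded protein-coding genes. It also gives the fine cluster of each cell and the cell type the authors assigned by hand to that cluster. A deposited table of genes gives identifiers, symbols and yes-or-no flags for mitochondrial, ribosomal, cell cycle and highly variable genes. Values of single genes per cell and the marker scores of alveolar cells were not analysed here.

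Cells were assigned to CD or HFD by the library name of each row. The share of a cell type was the number of its cells divided by all cells of the library, with an exact (Clopper-Pearson) 95% binomial interval. The ratio of HFD to CD shares was given an exact binomial interval conditional on the cells of both libraries. The ratio of AT2 cells per AT1 cell between diets was given a conditional exact odds ratio interval. Medians over cells were given order-statistic intervals, and the interval of a ratio of medians was taken from the outer bounds of both. With 1 library per diet there is no replicate, so no test was run and no p-value was computed. Cells are not replicates, and all intervals cover counting error only. Depth was 42470977 UMIs in 8793 CD cells and 50679251 UMIs in 9604 HFD cells. At these cell numbers a share near 5% carried an interval of about 1 percentage point in total.

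The calculations were tested on 200 simulated pairs of libraries with the cell numbers of CD and HFD and the shares of CD. Without a change, 95.7% of the share intervals and 96.3% of the ratio intervals held the true value, and the intervals of a cell type failed to overlap in 0.417% of cases. In a second setting the AT2 share was multiplied by 1.5 and all shares were then rescaled to add up to 100%. The simulated AT2 rise was therefore slightly below 1.5, and the AT2 intervals did not overlap in 100% of the pairs.

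The comparisons, the alternatives and the rule for named items were fixed before the data were examined, apart from the exceptions stated in the closing section. AT2 and AT1 cells were always to be named, followed by the 5 other cell types with the largest absolute difference in share, and the remaining types were to be summarised. Genes were to be given values only where a measured value was at hand, so only their flags are reported. The alternatives were a limit of 10% mitochondrial UMIs, minimums of 1000 UMIs and of 500 genes, and removal of the 1% of cells with the most UMIs in each library. For AT2 cells they also included other denominators and a ratio relative to the geometric mean of all types with at least 10 cells in each library. Minimums of 2000 and 3000 UMIs were added after the data had been seen. For the AT2 share, leaving out endothelial, B and T cells together and combining the minimum of 3000 UMIs with the mitochondrial limit were also added then. Doublets were addressed only through the cells of highest UMI count, because a doublet caller needs the values of single genes. UMIs and genes per cell were compared at the depth of each library and were not thinned to a common depth for the same reason.

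The 10 immune types were T, B and NK cells, neutrophils, alveolar macrophages, other macrophages, monocytes, dendritic cells (DCs), plasmacytoid dendritic cells (pDCs) and basophils. AT2, AT1 and ciliated cells formed the epithelium, and fibroblasts, myofibroblasts and pericytes formed the mesenchyme. Gene positions were taken from GENCODE M21, which uses the same assembly (GRCm38) as the authors, and 19268 of the 19278 gene identifiers were found in it. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.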

Results

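The data describe the cells of whole lungs from female BALB/c mice aged 20 weeks after 16 weeks on either diet. CD supplied 13% of its energy as fat, 27% as protein and 60% as carbohydrate, whereas HFD supplied 60% as fat from lard, 20% as protein and 20% as carbohydrate. Each library aimed at 10000 cells. The CD library held 8793 cells and the HFD library 9604 cells after the authors' filters, which is 87.9% and 96.0% of that target. The 18397 cells fell into 51 fine clusters, each of which held cells of 1 annotation only. The authors had given 17 cell-type names to 45 of these clusters and left 6 clusters unannotated. With 1 library per diet, every interval below covers counting error only and differences between animals cannot be estimated.

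Depth per cell was slightly higher in HFD. The median cell had 3356 UMIs in CD (95% interval 3305 to 3416) and 3591 UMIs in HFD (3515 to 3669), a ratio of 1.07. The median number of detected genes was 1415 in CD (1399 to 1436) and 1486.5 in HFD (1465 to 1509). The mitochondrial percent was also higher in HFD, with a median of 3.49% (3.44 to 3.53) compared to 3.28% in CD (3.25 to 3.32). Cells with more than 10% mitochondrial UMIs made up 2.49% of CD cells (2.18 to 2.84) and 4.15% of HFD cells (3.76 to 4.57). For each of these 4 measures the intervals of the libraries did not overlap. Among the alternatives, a minimum of 3000 UMIs moved the mitochondrial ratio most, from 1.06 to 1.03.

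The first comparison asked whether HFD changes the fraction of alveolar type II (AT2) cells, the surfactant-producing cells of the alveolus. AT2 cells made up 4.55% of CD cells (4.12 to 5.01, 400 cells) and 6.60% of HFD cells (6.11 to 7.12, 634 cells). The AT2 share was thus 2.05 percentage points higher in HFD, and the ratio of shares was 1.45 (1.28 to 1.65). The intervals did not overlap. The alternative that moved this ratio most left endothelial, B and T cells out of the total together, was chosen after the data had been seen, and gave 1.26 (1.11 to 1.44). Of the alternatives fixed in advance, the ratio relative to the geometric mean of all cell types moved it most and gave 1.34 (1.18 to 1.53). Among non-immune cells alone, AT2 cells accounted for 8.11% in CD (7.37 to 8.91) and 11.2% in HFD (10.4 to 12.0).

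The AT2 annotation covered 2 fine clusters. Cluster 10 held 261 AT2 cells in CD and 447 in HFD, a ratio of shares of 1.57 (1.34 to 1.83). Cluster 27 held 139 AT2 cells in CD and 187 in HFD, and its intervals in the libraries overlapped. Cluster 10 contained 65.3% of the AT2 cells in CD (60.4 to 69.9) and 70.5% in HFD (66.8 to 74.0), which was not a detectable difference at these cell numbers.

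Alveolar type I (AT1) cells, the flat cells that form most of the gas exchange surface, served as the comparison cell type. AT1 cells were 2.10% of CD cells (1.81 to 2.43, 185 cells) and 3.48% of HFD cells (3.12 to 3.86, 334 cells). Their ratio of shares was 1.65 (1.38 to 1.99), and the intervals did not overlap. When only cells with at least 3000 UMIs were counted, the AT1 ratio was 1.23 (0.961 to 1.57) and its interval included 1.

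The next comparison asked whether AT2 cells rose relative to the rest of the epithelium. In CD, AT2 cells were 64.9% of epithelial cells (61.0 to 68.7), and in HFD they were 62.2% (59.1 to 65.1). AT2 cells per AT1 cell numbered 2.16 in CD and 1.90 in HFD, a ratio of 0.878 (0.701 to 1.10). No difference in the makeup of the epithelium was detectable at these cell numbers, and with at least 3000 UMIs per cell the ratio of AT2 per AT1 cells was 1.15 (0.869 to 1.52). Ciliated cells numbered 31 in CD and 52 in HFD, with a ratio of shares of 1.54 (0.966 to 2.48). The whole epithelium rose from 7.01% of CD cells (6.48 to 7.56) to 10.6% of HFD cells (10.0 to 11.3), a ratio of 1.52 (1.37 to 1.68).

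**Figure D1:**
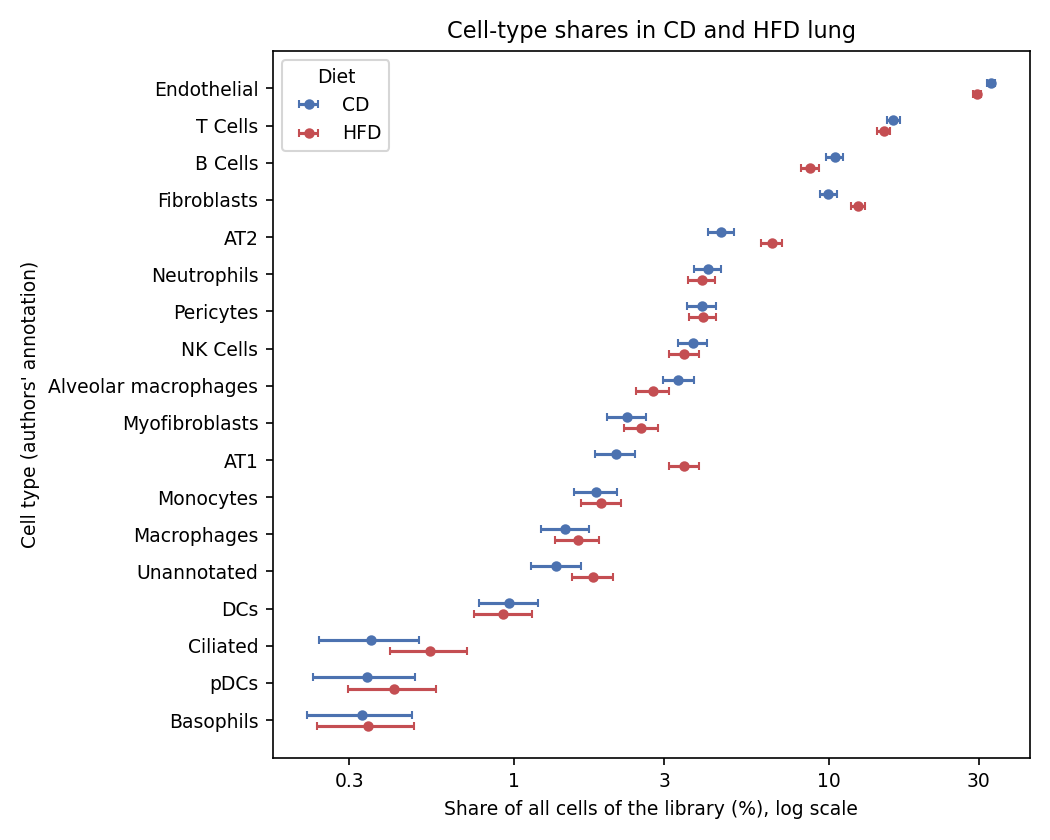
Share of each annotated cell type among all cells of a library (percent, log axis) in CD (blue) and HFD (red), with exact 95% binomial intervals as bars. AT2, AT1 and fibroblast shares lie higher in HFD and endothelial and B cell shares lie lower, with intervals that do not overlap.

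The shares of all 17 types were then compared to place the epithelial difference among the others. The intervals did not overlap for 5 types, of which 3 were higher in HFD (AT2 cells, AT1 cells and fibroblasts) and 2 were lower (endothelial and B cells). Endothelial cells had the largest difference, with 32.9% of CD cells (31.9 to 33.8) and 29.6% of HFD cells (28.7 to 30.5) and a ratio of 0.900 (0.854 to 0.948). With at least 3000 UMIs per cell the endothelial ratio was lower still, at 0.807 (0.750 to 0.869). Fibroblasts were 9.97% in CD (9.36 to 10.6) and 12.4% in HFD (11.7 to 13.1), a ratio of 1.24 (1.14 to 1.36). With at least 3000 UMIs per cell the fibroblast ratio was 1.06 (0.951 to 1.18). B cells were 10.5% in CD (9.82 to 11.1) and 8.75% in HFD (8.19 to 9.33), a ratio of 0.837 (0.761 to 0.920), which changed to 1.05 (0.896 to 1.24) with at least 3000 UMIs. T cells fell by 1.06 percentage points from 16.0% in CD, with a ratio of 0.934 (0.867 to 1.01). Alveolar macrophages were 3.33% in CD (2.97 to 3.73) and 2.77% in HFD (2.45 to 3.12). Their separate intervals overlapped, although the interval of their ratio, 0.831 (0.701 to 0.985), excluded 1. Under the limit of 10% mitochondrial UMIs that ratio was 0.867 (0.728 to 1.03) and its interval included 1.

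The remaining 10 types differed by at most 0.255 percentage points. Their ratios ranged from 0.941 to 1.54, with 7 types higher and 3 lower in HFD, and none had intervals that failed to overlap. At the level of compartments, immune cells were 42.6% of CD cells (41.5 to 43.6) and 39.1% of HFD cells (38.1 to 40.1), and mesenchymal cells rose by 2.71 percentage points from 16.2% to 18.9% (18.1 to 19.7 in HFD), with intervals that did not overlap.

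**Figure D2:**
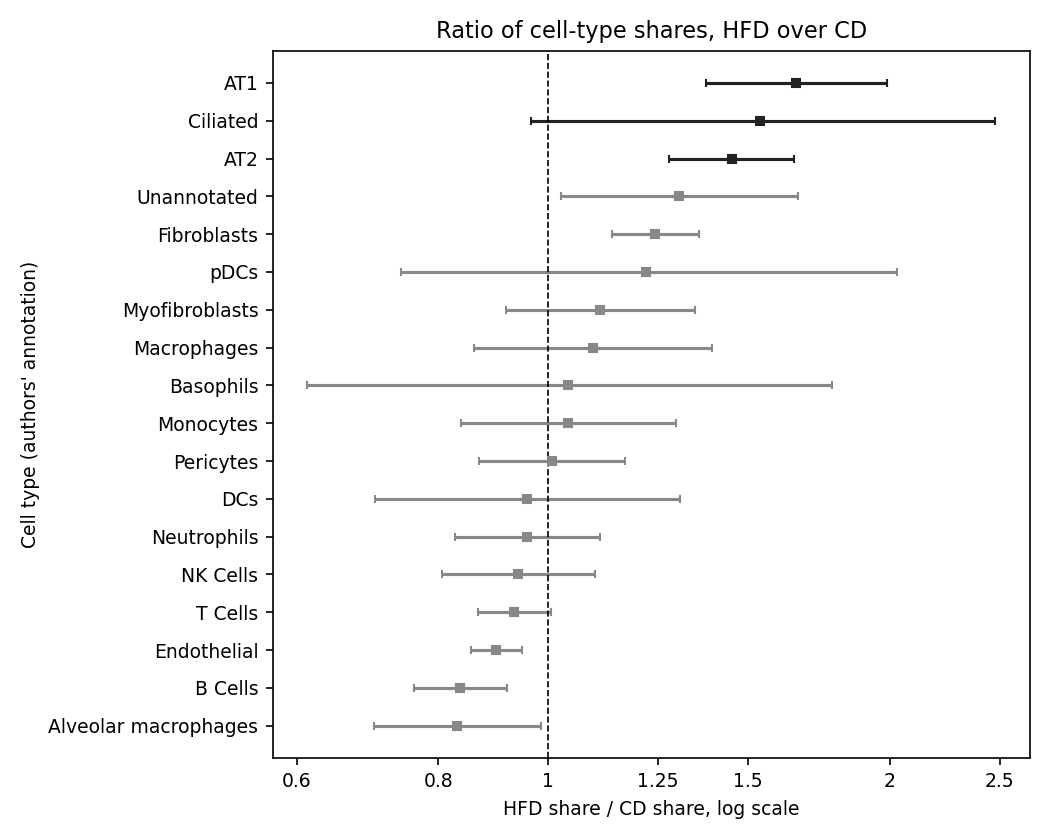
Ratio of the HFD share to the CD share for each annotated cell type (log axis), with exact 95% intervals that cover counting error only; epithelial types are black, other types grey, and the dashed line marks 1. AT1 (1.65), ciliated (1.54) and AT2 cells (1.45) have the 3 highest ratios, and the ciliated interval includes 1.

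Fine clusters gave a more detailed comparison. Of the 51 clusters, 13 had intervals that did not overlap, 7 of them higher and 6 lower in HFD. Endothelial clusters went both ways. Cluster 30 fell from 2.29% of CD cells (1.98 to 2.62) to 1.10% of HFD cells (0.904 to 1.33), a ratio of 0.483, while cluster 1 rose from 4.66% (4.23 to 5.12) to 6.04% (5.57 to 6.53), a ratio of 1.30. Cluster 1 had a median of 1519 UMIs per cell and cluster 30 a median of 7208. Of the 4 other endothelial clusters whose intervals did not overlap, cluster 7 rose by a ratio of 1.35 at a median of 3184.5 UMIs, while clusters 5, 20 and 2 had ratios of 0.757, 0.674 and 0.673 at medians of 3133, 3389 and 3759 UMIs. Fibroblast clusters 22 and 38 rose by ratios of 1.90 (1.52 to 2.39) and 3.78 (2.13 to 7.16), with medians of 1318 and 1340 UMIs. These clusters were singled out after their values had been seen.

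Depth was also compared within cell types, since it can decide which cells pass a filter. Median UMIs in AT2 cells were 10937 in CD (10317 to 11326) and 12488.5 in HFD (11993 to 13042), a ratio of 1.14 with intervals that did not overlap. AT1 cells had a median of 3867 UMIs in CD (3295 to 4707) and 2917 in HFD (2416 to 3773), and these intervals overlapped. Of the 17 types, 14 had a higher median in HFD, 7 of them with intervals that did not overlap. The 3 types with a lower median were AT1 cells, endothelial cells and fibroblasts, each with overlapping intervals. The mitochondrial percent was 5.65% in CD AT2 cells (5.40 to 5.90) and 5.63% in HFD AT2 cells (5.38 to 5.84). In AT1 cells it was 3.32% in CD (2.82 to 3.61) and 3.60% in HFD (3.29 to 3.83). Medians do not show the upper tail. The limit of 10% mitochondrial UMIs left 375 of the 400 AT2 cells in CD and 570 of the 634 in HFD. Over the 17 types the median mitochondrial percent was higher in HFD in 13 and lower in 4. The intervals did not overlap in 5 of the 13 (endothelial cells, fibroblasts, macrophages, NK cells and pericytes) and overlapped in all 4 of the others.

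**Figure D3:**
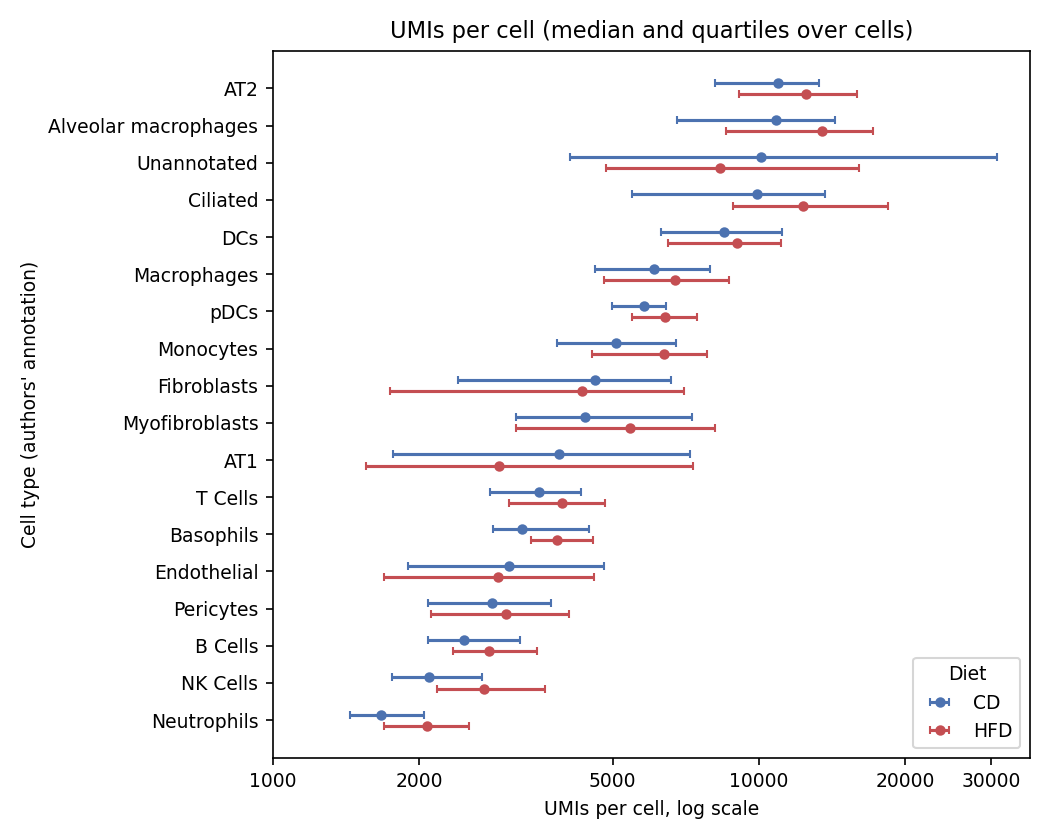
UMIs per cell (log axis) in each annotated cell type in CD (blue) and HFD (red); points are medians and bars span the quartiles over cells. AT2 cells have medians of 10937 in CD and 12488.5 in HFD, whereas AT1 cells, endothelial cells, fibroblasts and unannotated cells have lower medians in HFD.

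The gene table listed 19278 genes. Of these, 13 were flagged as mitochondrial, 176 as ribosomal and 94 as cell cycle genes. The highly variable flag marked 1000 genes, a number set by the authors, who selected them over both libraries together after leaving those 3 classes out. All 6 AT2 markers fixed in advance carried the highly variable flag. These were Sftpc, Sftpb, Sftpa1 and Sftpd, which encode surfactant proteins, together with Abca3 and Lamp3. Sftpc (ENSMUSG00000022097) lies on the minus strand of chromosome 14 from 70520949 to 70524081 in GRCm38. Of the 6 AT1 markers, 5 carried the flag (Ager, Hopx, Pdpn, Aqp5 and Rtkn2) and Cav1 did not. Ager (ENSMUSG00000015452) lies on the plus strand of chromosome 17 from 34597862 to 34600936. Of the 5 lipid genes, Scd1 (chromosome 19, 44394455 to 44407879) and Fabp5 (chromosome 3, 10012548 to 10016607) were flagged, and Fasn, Acly and Acsl4 were not. The flag describes variation over all cells of both diets and carries no direction between them. The expression of these genes in AT2 cells of either diet was not analysed here.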

Values the study reported

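The study aimed at 10000 cells per library. For the CD and HFD lungs it allowed at most 20% mitochondrial RNA per cell and removed cells with fewer than 500 UMIs or fewer than 250 detected genes. Genes found in fewer than 5 cells were left out.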

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

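The tests in this part were all chosen after the result had been seen. Fine cluster 45, which the authors left unannotated and which entered none of the comparisons of cell types, was found mostly in HFD. It held 4 of the CD cells (0.0455%, 0.0124 to 0.116) and 54 of the HFD cells (0.562%, 0.423 to 0.733), a ratio of shares of 12.4 (4.56 to 47.0). It drew attention as a signal in cells without an annotation that lay above the level of the control library. Its cells had a median of 6582 UMIs but only 441 detected genes (quartiles 302 and 959), and a median of 0.900% mitochondrial UMIs. Other cells within 25% of the same UMIs had a median of 2287 genes.

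Of the 58 cells, 50 (86.2%) lay below the 5th percentile of detected genes among other cells of similar UMIs. Doublets would hold at least as many genes as single cells of the same depth, so this argues against doublets as the source of most of the cluster. The same 86.2% is what a few genes taking most of the UMIs would give, and that remains a candidate explanation for the profile of these cells. More HFD cells over the limit on UMIs do not account for the excess, because most of these cells lay far above it (first quartile 4057.5 UMIs). When the UMIs of HFD cells were divided by 1.30, the largest ratio of median UMIs of any annotated type, 53 of the 54 HFD cells still had at least 1000 UMIs, and the ratio of shares was 13.1 (4.83 to 49.9). An effect of diet and cells carried over in a single preparation cannot be told apart, because there was 1 library per diet. The genes these cells express were not analysed here, so no cell type is proposed.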

How the results depend on the processing

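The minimums of 2000 and 3000 UMIs, the latter also combined with the mitochondrial limit for AT2 cells, and the removal of 3 cell types together were chosen after the data had been seen, and the other alternatives before. The minimum of 1000 UMIs removed no cell, and taking whole fine clusters gave the AT2 cells of the annotation again, so neither says anything about stability and their 15 values are not counted. Of the other 94 values, 83 stayed within the interval of the reported value, or for counts within 1.5 times, and 10 moved further. Another 1 changed direction from a reported interval that excluded 1. Where the reported interval included 1, 4 values crossed 1, namely AT2 cells per AT1 cell (1.03 and 1.15) and the AT2 share of epithelial cells (1.01 and 1.02) with at least 2000 and 3000 UMIs. The AT2 ratio stayed above 1 under the 26 alternatives counted for it, with every interval above 1, and ranged from 1.26 to 1.49. It moved out of its reported interval under 1 of them, in which endothelial, B and T cells were left out of the total together (1.26, 1.11 to 1.44). Leaving out each of the 16 other cell types in turn gave AT2 ratios from 1.38 without endothelial cells to 1.49 without fibroblasts. Leaving out a rare type could hardly change the ratio (1.45 without basophils), so such values say little about stability.

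A minimum of 3000 UMIs, which left 5004 CD and 5771 HFD cells, accounted for most of the changes. Under it, the AT1 ratio was 1.23 (0.961 to 1.57), AT2 cells per AT1 cell had a ratio of 1.15 (0.869 to 1.52) in place of 0.878, and the median mitochondrial percent had a ratio of 1.03. The endothelial ratio moved further below 1, to 0.807 (0.750 to 0.869), after 0.833 with at least 2000 UMIs. The B cell ratio changed direction to 1.05 (0.896 to 1.24). Cells under 2000 UMIs were 26.9% of endothelial cells in CD (25.3 to 28.5) and 31.8% in HFD (30.1 to 33.6). Median UMIs of B cells were 2468 in CD (2418 to 2536) and 2784 in HFD (2721 to 2852), both under 3000. Both differences go in the direction of the shift in the ratio of that type. How much of each shift they explain was not tested, and the cause was not tested for the mitochondrial percent. Counting fine clusters in place of cell types gave 13 whose intervals did not overlap, in place of 5, over 51 groups in place of 17. The cause was not tested, but 6 of the 13 were endothelial clusters that moved in opposite directions and 1 was unannotated. Relative to the geometric mean of all types, 7 types had intervals that did not overlap.

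The alternatives that needed marker scores were not run, because the scores were not analysed here. No paired analysis was possible because each diet had 1 library. At these cell numbers, the 31 CD and 52 HFD ciliated cells left a ratio interval from 0.966 to 2.48, and differences of that size in the rarest types were not detectable.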

Other observations

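The makeup of the epithelium was a comparison fixed before the data were examined. The test of the AT2 ratio among cells of high depth and low mitochondrial percent was chosen before its value was computed. The other tests in this part were chosen after the result had been seen. The AT2 share was higher in HFD. The tables argue against cells of low quality as the cause, since the AT2 ratio was 1.36 (1.19 to 1.56) among cells of at least 3000 UMIs and at most 10% mitochondrial UMIs. A fall of the endothelial, B and T cell shares could raise all other shares, but with these types left out of the total the AT2 ratio was still 1.26 (1.11 to 1.44). A higher yield of the epithelium as a whole in HFD remains open. AT2 cells were 62.2% of epithelial cells in HFD (59.1 to 65.1) and 64.9% in CD. The AT1 and ciliated ratios were similar to that of AT2 cells, although the ciliated interval (0.966 to 2.48) included 1. That pattern may come from digestion that released more epithelium as well as from an effect of diet on the epithelium in general. With at least 3000 UMIs the ratios were less alike, at 1.41 (1.24 to 1.61) for AT2 cells and 1.23 (0.961 to 1.57) for AT1 cells. No rise of AT2 cells over AT1 cells was detectable at these cell numbers. Variation between animals or preparations cannot be told apart from diet, because there was 1 library per diet.

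The fibroblast and AT1 shares were also higher in HFD, and both differences were smaller among cells of more UMIs. Cells under 2000 UMIs were 184 of the 877 fibroblasts in CD and 340 of the 1191 in HFD (28.5%, 26.0 to 31.2, above the CD interval of 18.3 to 23.8). In AT1 cells this percent was 28.6% in CD (22.3 to 35.7) and 38.6% in HFD (33.4 to 44.1). These intervals overlapped slightly, which does not exclude a rise. Endothelial cells, whose share fell, had more cells under 2000 UMIs in HFD too (30.1 to 33.6, against 25.3 to 28.5 in CD), so the rise in low-UMI cells was not specific to types whose share rose. Without cells under 2000 UMIs the fibroblast ratio was 1.12 (1.01 to 1.24), so such cells do not account for all of the difference. Without cells under 3000 UMIs it was 1.06 (0.951 to 1.18), so that cells below this depth are a candidate explanation. The AT1 ratio was 1.41 (1.13 to 1.77) and 1.23 (0.961 to 1.57) under the same minimums, which reads the same way, although only 116 CD and 164 HFD AT1 cells were left at 3000 UMIs. The minimum of 3000 UMIs also changed the rest of the total. The ratio of the immune share was 1.00 (0.944 to 1.06) under it, in place of 0.919, although the alveolar macrophage ratio fell to 0.765. How much of the change in the fibroblast and AT1 ratios came from other types was not tested. Damaged cells and a state of low RNA content were not separated, and an effect of diet stays open and untested.

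UMIs per cell rose in HFD in several immune types but not in endothelial cells. The T cell median rose by a ratio of 1.12 (1.08 to 1.16), whereas the endothelial ratio was 0.949 (0.895 to 1.02). A single factor of depth for the whole library would raise both alike if no cells were cut off, and these intervals do not overlap. No retained cell had fewer than 1000 UMIs, however, so a higher depth could also let in more cells of few UMIs. Cells under 2000 UMIs were 26.9% of endothelial cells in CD and 31.8% in HFD, so a single factor is not excluded. A different makeup of endothelial clusters could explain part of the gap between the T cell and endothelial ratios. Weighting HFD cells to the fine clusters of CD raised the endothelial ratio to 1.02 (0.991 to 1.07, from 1000 bootstrap draws of cells). The upper bound still lay below the T cell interval. Within the 11 endothelial clusters with at least 20 cells per library the median ratio was 1.01 (range 0.735 to 1.12), and within the 9 T and B cell clusters it was 1.12 (range 1.03 to 1.17). A change in RNA content with diet and a difference in cell condition at capture both stay open and were not tested.

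The libraries had 27 cell barcodes in common (exact Poisson interval 17.8 to 39.3). An evenly drawn pool of 700000 barcodes would give 121 shared barcodes. That size was assumed for both kits, the one in the labels and the one in the methods, so the comparison does not tell the kits apart. Uneven drawing would give more, so a pool of that size is unlikely unless shared barcodes had been removed beforehand, which was not tested. A larger pool was not compared and stays open. Molecules of one library read in the other would give the same cell type on both sides, and 6 of the 27 shared barcodes (22.2%, 8.62 to 42.3) had the same type, where chance would give 4.14. No biological explanation was tested for this pattern.

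The lowest number of UMIs in a retained cell was 1000 in CD and 1001 in HFD. That is higher than the value quoted from the study above.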
